A study of Homo sapiens with 6 samples.

How the data were processed

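RNA from DU145 prostate cancer cells was extracted with TRIzol and made into libraries with version 2 of the TruSeq RNA kit, per the labels' protocols. Titles put 3 libraries in the shE6AP group and 3 in the wobble group; no label describes the wobble sequence, or says whether the groups are pools or clones of transduced cells or whether their libraries come from separate cultures, so p-values measure only the spread between these samples, which may be technical. Per the submitters' processing notes the reads were aligned to hg19 with TopHat2 2.0.13 and Bowtie2 and counted with HTSeq. The annotation and the strand setting are not given in the sources used here, and the kit does not mark strand, so overlapping and antisense genes cannot be separated.

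The deposited table holds whole-number counts of reads per gene, not normalized, in 1 column per library. Of its 33839 rows, 33835 name a gene with values and each of these has a read in some library. Kept out of library sizes and tests were 2 HTSeq summary rows, 1 row without a name (at most 4.59e-05% of reads in a library) and 1 row with a name and no values, for RPL23A. The summary row for reads outside genes held 14.6% to 16.0% of the reads in the table and the row for ambiguous reads 2.05% to 2.21%. Counts of gene reads ran from 21558506 to 30488217 per library. A group with 0 reads was given a floor of 3 reads over the group. Floors cover counting error only. Libraries of a group differed by more than counting noise (chi-square per gene of 1.68 to 3.27 within groups and 42.7 to 49.6 between them), so none was treated as the same library sequenced again; this does not tell separate cultures from separate preparations of the same RNA.

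From the deposited counts, edgeR 4.0.16 (R 4.3.3) was run with filterByExpr, which kept 19433 genes, TMM factors and the quasi-likelihood test of shE6AP against wobble with group as the only term. Benjamini-Hochberg adjusted p under 0.05 was the threshold, and doubling or halving meant a fitted log2 fold change of at least 1 either way. CPM values used TMM-scaled library sizes, except the levels given for a few reads in the shallowest library, which used its gene reads unscaled. The standard error was taken as the fold change over the square root of the F statistic. Gene lists were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2, a preset correlation of 0.01, and Benjamini-Hochberg adjustment over the 31 lists with at least 5 tested genes. Camera compares a list with all other tested genes; fry, run beside it, asks whether a list's genes move one way on balance and compares with no other genes.

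The lists were fixed before the data were examined: S phase and DNA replication, G2 and mitosis, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, glycolysis, hypoxia, nuclear-encoded respiratory chain, mitochondrially encoded genes, integrated stress response, unfolded protein response, heat shock, NRF2, NF-kB and inflammatory genes, interferon-stimulated genes, p53 targets, YAP and TGF-beta targets, immediate early genes, cytosolic ribosomal proteins, proteasome subunits, autophagy and lysosome, PML nuclear bodies, HECT ligases, E6AP substrates and partners, neighbours of UBE3A on chromosome 15, epithelial, mesenchymal, luminal prostate, neuroendocrine, blood cell, and fibroblast and endothelial genes. Symbols missing from the table were matched through synonyms where unambiguous. Genes named in the text followed a rule also fixed beforehand. It took UBE3A, the 5 largest rises and 5 largest falls among genes past the threshold with a mean of at least 5 CPM and no overlap between groups, and the 4 smallest p values each way under the same conditions. It then took up to 4 passing members of each list past camera's threshold and up to 2 of each other list, by smallest p. Members named in brackets beside counts of 5 or fewer, the genes of regions and families, and those of the closing section were chosen after their values were seen.

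Alternatives planned before the data were examined were RLE, upper-quartile and library-total scaling, DESeq2 1.42.0, limma-voom, robust dispersion, no low-count filter, a filter of 1 CPM in 3 libraries, the replicate number as a block, each library left out in turn, glmTreat against a fold of 1.2, and, for lists, an estimated correlation and fry. Added after seeing the data were glmTreat against a fold of 1.5 and assumed variation of 0.1 and 0.2 in a likelihood ratio test. No alternative scaling moved the median of all genes by more than 0.0284 on the log2 scale.

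The pipeline was tested on simulated data, with counts drawn for the 19433 genes tested from their means, library sizes and dispersions and a known set of genes changed. edgeR recovered 54% of genes changed 1.2-fold, 82% at 1.5-fold, 96% at 2-fold and 100% at 4-fold, and 6.74% of its calls were unchanged genes. At a p under 0.05, 0 of 20 unchanged lists passed with camera or with fry, and a changed list passed with each. Correlation between genes was not among the quantities drawn from, so this cannot check camera's preset correlation of 0.01. Estimates for the lists past camera's threshold ran from 0.0239 (fatty acid synthesis) to 0.872 (mitochondrially encoded genes). Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 was used for tables and permutations, and gene order came from a RefSeq table of GRCh38, from which no coordinate is printed because the counts were made on hg19.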

Results

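E6AP, a HECT-domain ubiquitin ligase encoded by UBE3A, was depleted in DU145 cells, an established human prostate cancer line, to look for genes that it regulates at the transcript level. Cells carried either a short hairpin against E6AP (shE6AP, 3 libraries) or a wobble control (wobble, 3 libraries) and received doxycycline at 0.2 µg/ml for 2.5 days. RNA sequencing gave 28228823, 21558506 and 23836096 reads assigned to genes in shE6AP libraries 1 to 3, and 30488217, 28812921 and 27336700 in wobble libraries 1 to 3. In the shallowest library, shE6AP 2, the level of a gene with 1 read was 0.0464 CPM (read counts scaled to a common library size, here without TMM scaling) and with 3 reads 0.139 CPM. The first principal component of log2 CPM held 79.5% of the variance and separated the groups; across genes, the correlation between libraries was at least 0.9953 within a group and at most 0.9759 between groups. Levels below are TMM-scaled CPM as mean ± SD over the 3 libraries of a group, and fold changes are shE6AP over wobble on the log2 scale with their standard error (SE).

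In cells carrying the E6AP hairpin, UBE3A itself fell, and so did genes of cholesterol and fatty acid synthesis, of fatty acid oxidation and of the heat shock response, with most cytosolic ribosomal protein genes. Genes of DNA replication and mitosis and those encoded by mitochondrial DNA rose. These list-wide calls rest on a preset correlation between genes, and none passed with an estimated one.

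The targeted transcript was lower in each shE6AP library than in any wobble library. UBE3A stood at 14.6 ± 0.376 CPM (SD, n = 3) in shE6AP and at 55.8 ± 1.97 CPM (SD, n = 3) in wobble, so 26.1% of the wobble level remained; the labels do not describe this control further. The raw reads on UBE3A were 406, 309 and 359 in shE6AP and 1637, 1602 and 1570 in wobble. The log2 fold change was -1.94 (SE 0.0512), with an adjusted p of 2.52e-31 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An exact two-sided permutation test of log2 CPM gave p = 0.1, the smallest value that 3 libraries against 3 allow.

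**Figure D1:**
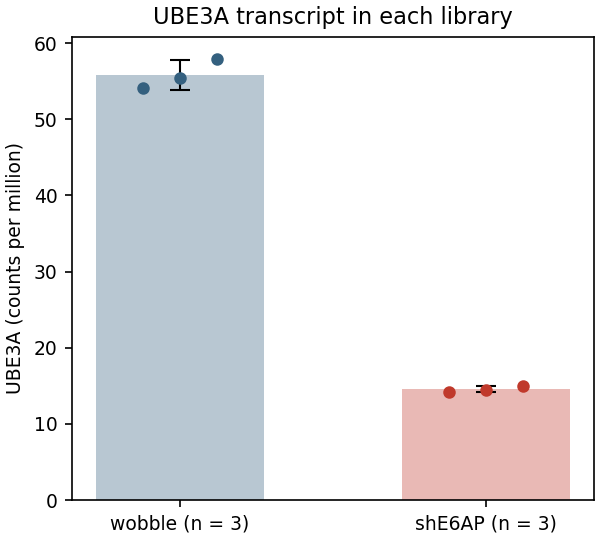
UBE3A level in CPM (vertical axis) for the wobble and shE6AP groups; points are the 3 libraries of a group, bars their mean and error bars the SD. The shE6AP libraries lie between 14.24 and 14.97 CPM and the wobble libraries between 54.06 and 57.94 CPM.

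Across the transcriptome, 11467 of the 19433 genes tested differed between the groups, 5564 higher and 5903 lower in shE6AP (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Of these, 628 were at least doubled and 682 at least halved. Which direction held more genes depended on the scaling. With upper-quartile scaling 6073 were higher and 5491 lower, 668 at least doubled and 637 at least halved. RLE and library-total scaling kept more genes lower and more halved, the latter with 5728 higher and 5733 lower. Many of the calls were small changes: against a fold of 1.2, edgeR's glmTreat called 5637 genes, 2553 higher and 3084 lower. The spread between libraries of a group was a biological coefficient of variation of 2.77%, and if it were 10% or 20%, as assumed variation of 0.1 or 0.2 in a likelihood ratio test, 6743 or 2237 genes would pass.

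The largest rises among genes of at least 5 CPM on average were in KRTAP2-3, CD74, FAM110C, TRIB2 and MAL2. CD74, the invariant chain of MHC class II, rose from 0.492 ± 0.15 to 18.2 ± 1.65 CPM (log2 fold change 5.22, SE 0.14). TRIB2, a pseudokinase, rose from 0.739 ± 0.176 to 16.7 ± 0.114 CPM, and MAL2, a protein of apical membrane transport, from 2.52 ± 0.387 to 43.0 ± 0.995 CPM. FAM110C rose by a log2 fold change of 4.54 (SE 0.139). KRTAP2-3 showed a log2 fold change of 6.42, but it belongs to a family of near-identical keratin-associated protein genes among which reads may be split, so its level is uncertain. By the smallest p, the leading higher genes were TFPI2, a secreted protease inhibitor (12.7 ± 0.211 to 91.2 ± 1.17 CPM), PLOD2, a collagen lysyl hydroxylase (217 ± 5.48 to 762 ± 20.7 CPM), MAL2 again, and CD24P4, a pseudogene copy of CD24 (log2 fold change 2.07), where reads of the parent gene cannot be told from those of the copy.

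The largest falls were in GPC4, HS6ST2, KIF1A, SAMD11 and BMP7. GPC4, a cell-surface heparan sulphate proteoglycan, and HS6ST2, a heparan sulphate sulphotransferase, had 0 reads in all 3 shE6AP libraries against 19.4 ± 0.532 and 13.2 ± 1.1 CPM in wobble. With a floor of 3 reads over the shE6AP group, GPC4 was at least 478-fold lower and HS6ST2 at least 323-fold lower, bounds that cover counting error only. KIF1A, a kinesin of axonal transport, fell from 88.3 ± 1.38 to 3.97 ± 0.41 CPM (log2 fold change -4.47, SE 0.0621). SAMD11 fell from 29.6 ± 2.47 to 1.57 ± 0.379 CPM, and BMP7, a secreted growth factor of the TGF-beta family, from 13.9 ± 0.671 to 0.847 ± 0.34 CPM. The smallest p values among lower genes belonged to KIF1A, to RDH10, a retinol dehydrogenase (log2 fold change -2.93), to CKB, the brain-type creatine kinase (1382 ± 50.9 to 304 ± 4.58 CPM), and to FBLN1, an extracellular matrix protein (log2 fold change -2.50). Among these rises and falls the adjusted p ran from 4.03e-41 for KIF1A to 2.61e-27 for BMP7 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

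Genes of DNA replication rose in shE6AP. Of 43 tested members of the S phase list, 36 rose, 3 fell (MCM4, RRM1 and POLA1) and 4 did not pass; adjusted over the list alone, 37 rose and 3 fell. The list's median log2 fold change was 0.346, with an adjusted p of 2.56e-08 in camera with a preset correlation and an adjusted p = 0.538 with an estimated correlation. E2F1, a transcription factor of the G1 to S transition, rose from 51.2 ± 3.4 to 118 ± 1.48 CPM, and RRM2, the regulated subunit of ribonucleotide reductase, from 98.8 ± 6.1 to 198 ± 1.61 CPM. TYMS, thymidylate synthase, rose by 0.61 and MCM10, a replication initiation factor, by 0.86 on the log2 scale. Genes of G2 and mitosis moved the same way, with 30 of 40 higher, 5 lower and 5 not passing; adjusted over the list alone, 31 rose and 5 fell. Their median was 0.199, with an adjusted p of 7.36e-05 in camera with a preset correlation and an adjusted p = 0.617 with an estimated correlation. CCNA2, cyclin A2, rose from 43.0 ± 2.26 to 79.2 ± 0.159 CPM, NDC80, a kinetochore protein, by 0.87 and HMMR by 0.70 on the log2 scale, whereas ANLN, a scaffold of the contractile ring, fell from 272 ± 12.9 to 168 ± 4.48 CPM.

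Genes of sterol and fatty acid metabolism fell. In the cholesterol synthesis list, 23 of 25 members fell, 1 rose (SC5DL) and 1 did not pass, the same counts as when adjusted over the list alone (24 passed, 23 lower and 1 higher). The median log2 fold change was -0.377, with an adjusted p of 2.6e-07 in camera with a preset correlation and an adjusted p = 0.538 with an estimated correlation. INSIG1, which retains SREBP precursors in the endoplasmic reticulum, fell from 175 ± 7.43 to 85.9 ± 0.61 CPM, LSS, lanosterol synthase, from 110 ± 4.06 to 56.3 ± 1.75 CPM, and FDPS, farnesyl diphosphate synthase, from 343 ± 7.62 to 201 ± 4.07 CPM. Of 13 fatty acid synthesis genes, 9 fell, 2 rose (ME1 and ACSL3) and 2 did not pass; adjusted over the list alone, 9 fell and 2 rose. This list had a median of -0.393, with an adjusted p of 0.0201 in camera with a preset correlation and an adjusted p = 0.538 with an estimated correlation. SCD, the stearoyl-CoA desaturase, fell from 1358 ± 24 to 669 ± 13.7 CPM, ACLY, ATP citrate lyase, from 613 ± 7.51 to 306 ± 7.44 CPM, SREBF1, which encodes SREBP1, from 267 ± 10.6 to 127 ± 6.09 CPM, and FASN, fatty acid synthase, from 834 ± 21.5 to 531 ± 1.73 CPM. Fatty acid oxidation genes fell as well, with 17 of 24 lower, 5 higher and 2 not passing; adjusted over the list alone, 17 fell and 5 rose. Their median was -0.225, with an adjusted p of 0.00594 in camera with a preset correlation and an adjusted p = 0.617 with an estimated correlation. SLC25A20, the carnitine-acylcarnitine carrier, fell by 1.61, ACAA1 by 0.92, ACADS by 0.88 and HADHA by 0.60 on the log2 scale.

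Transcripts of cytosolic ribosomal proteins fell together while those encoded by mitochondrial DNA rose. Of 52 ribosomal protein genes, 46 fell, none rose and 6 did not pass, while with upper-quartile or library-total scaling 1 rose; adjusted over the list alone, 46 fell and 1 rose. The median log2 fold change was -0.286, with an adjusted p of 2.56e-08 in camera with a preset correlation and an adjusted p = 0.617 with an estimated correlation. RPL23 fell by 0.61, RPL32 by 0.54, RPL8 by 0.49 and RPL27A by 0.45 on the log2 scale; these genes have processed pseudogenes with which reads can be split. All 12 mitochondrially encoded genes tested rose, also when adjusted over the list alone, with a median of 0.32, an adjusted p of 0.00594 in camera with a preset correlation and an adjusted p = 0.629 with an estimated correlation. MT-ND3 rose by 0.59, MT-ND2 by 0.53, MT-ND5 by 0.41 and MT-ND4 by 0.39 on the log2 scale. Mitochondrial genes took 8.19 ± 0.661% of gene reads in shE6AP and 6.60 ± 0.201% in wobble (SD, n = 3; exact two-sided permutation p = 0.1, the smallest that 3 against 3 allow). The nuclear-encoded respiratory chain did not follow them, with 18 of 61 genes higher and 28 lower (adjusted over the list alone, 19 and 28), a median of -0.0583 and an adjusted p of 0.524 in camera; UQCRC2 fell by 0.82 on the log2 scale. Among heat shock genes, 12 of 17 fell, 3 rose (HSPA4, HSPA8 and HSP90AA1) and 2 did not pass; adjusted over the list alone, 12 fell and 3 rose. Their median was -0.154, with an adjusted p of 0.0399 in camera with a preset correlation and an adjusted p = 0.617 with an estimated correlation. HSPB1, the small heat shock protein HSP27, fell from 320 ± 14.4 to 145 ± 10.8 CPM, DNAJB1 by 0.61 and AHSA1 by 0.49 on the log2 scale, and HSPA4 rose by 0.37. The call on this list ended without shE6AP library 1 (adjusted p = 0.0624), without wobble library 1 (0.0557), without wobble library 3 (0.0555) and with a stricter filter of 1 CPM in 3 libraries (0.059), within a range of 0.00557 to 0.0624 over the alternatives that kept the preset correlation.

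**Figure D2:**
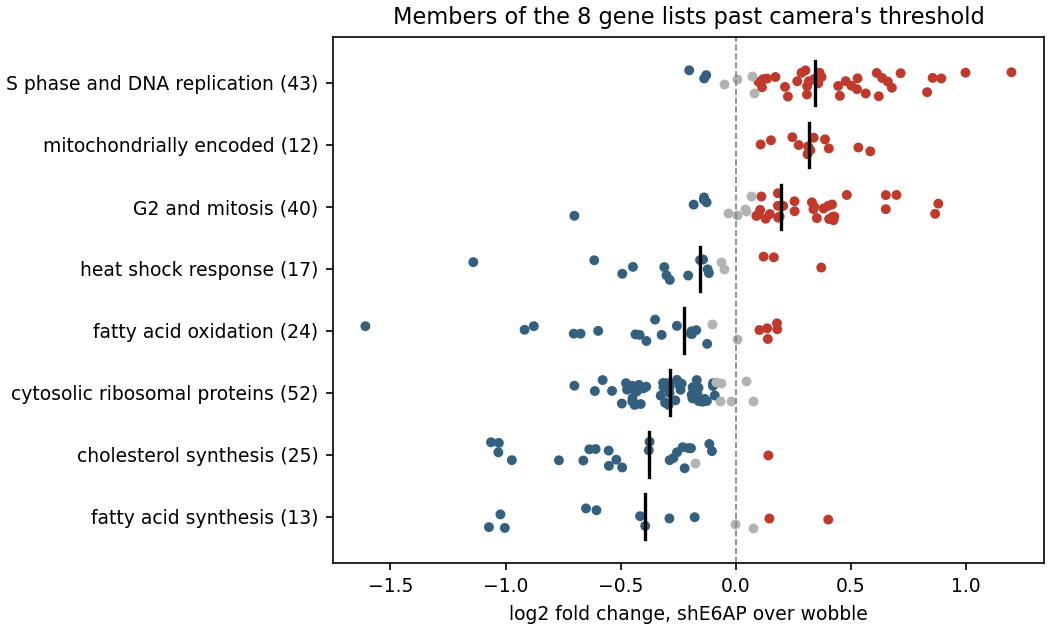
Log2 fold change of shE6AP over wobble (horizontal axis) for each tested member of the 8 lists past camera's threshold with a preset correlation (vertical axis, number of genes tested in brackets). Each point is 1 gene, red where it rose, blue where it fell and grey where it did not pass; black bars mark list medians, from -0.393 for fatty acid synthesis to 0.346 for S phase. None of the 8 lists passed with an estimated correlation.

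Lists built around E6AP itself moved in both directions. Of 30 tested genes whose proteins have been described as substrates or partners of E6AP, 12 rose, 11 fell and 7 did not pass (adjusted over the list alone, 13 rose and 11 fell); the median was -0.0202, the mean 0.0685 and camera's direction higher, with an adjusted p of 0.81. NDRG1, a stress-responsive gene, rose from 40.6 ± 1.44 to 146 ± 1.85 CPM, and CLU, the secreted chaperone clusterin, from 135 ± 3.86 to 370 ± 10.8 CPM. Both were placed on the list from knowledge of published work on E6AP in prostate cancer, which may include these samples, so they are not independent evidence. Among 26 HECT ubiquitin ligases other than UBE3A, 7 rose and 13 fell, both over all genes and adjusted over the list alone (camera adjusted p = 0.538); NEDD4L rose by 1.10 on the log2 scale. Of 32 proteasome subunits, 12 rose and 9 fell, the same adjusted over the list alone (camera adjusted p = 0.811), with PSMD14 lower by a log2 fold change of -0.64 and PSMA6 of -0.40. PML nuclear body genes were 4 higher and 5 lower of 16, the same adjusted over the list alone (camera adjusted p = 0.975), with BLM up by 0.66 and ATRX down by a log2 fold change of -0.42. Of 11 genes around UBE3A on chromosome 15, 7 rose and 2 fell (adjusted over the list alone, 8 and 2), with a median of 0.194 and an adjusted p of 0.0611 in camera that became 0.0298 with the stricter filter and reached 0.0825 with the replicate number as a block, the ends of its range with a preset correlation. SNRPN, an imprinted neighbour whose reads overlap those of SNURF, rose by 1.24 and NIPA1 by 0.43 on the log2 scale.

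Stress and signalling lists did not pass camera although many of their members changed. The p53 target list had 7 genes higher and 15 lower of 26 (adjusted p = 0.203), with TNFRSF10B higher by 0.99 and TP53INP1 lower by a log2 fold change of -1.47. Interferon-stimulated genes were 14 higher and 9 lower of 34 (adjusted p = 0.177), with SAMD9 rising from 1.24 ± 0.164 to 17.2 ± 0.819 CPM and OAS3 from 30.9 ± 0.553 to 64.4 ± 2.68 CPM. In the NF-kB and inflammatory list 13 of 30 rose and 8 fell (adjusted p = 0.376), with IGFBP3 higher by 3.25 and NFKBIA lower by a log2 fold change of -0.74. NRF2 targets were 15 higher and 7 lower of 28 (adjusted p = 0.17), and TXNRD1 and ABCC2 fell by 1.02 and 1.34 on the log2 scale. YAP and TGF-beta targets were 14 higher and 7 lower of 26 (adjusted p = 0.239), with AXL higher by 1.05 and FJX1 by 1.25. The integrated stress response had 16 higher and 11 lower of 31 (adjusted p = 0.538; TRIB3 0.94, DDIT4 -0.76 on the log2 scale). The unfolded protein response had 8 higher and 11 lower of 23 (adjusted p = 0.538; EDEM1 -1.48, CRELD2 -0.80). Hypoxia genes were 8 higher and 8 lower of 27 (adjusted p = 0.877), and PLOD2 and NDRG1, named above, led them. Glycolysis genes were 8 higher and 7 lower of 23 (adjusted p = 0.916; PFKP 0.73, SLC2A1 -0.58). Autophagy and lysosome genes were 18 higher and 14 lower of 39 (adjusted p = 0.916), with SQSTM1 higher by 0.70 and CTSL1 by 0.72. Immediate early genes were 11 higher and 10 lower of 25 (adjusted p = 0.544), with PHLDA1 higher by 1.34 and IER3 by 0.86. Adjusted over the list alone, these lists had 22, 24, 21, 23, 21, 27, 19, 16, 15, 32 and 21 genes past the threshold, in the order given. The median and mean log2 fold change differed in sign for hypoxia genes (-0.00587 and 0.0636), for autophagy and lysosome genes (0.041 and -0.000419) and for proteasome subunits (0.0306 and -0.00935); camera's direction followed the mean for hypoxia and the median for the others.

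Epithelial and mesenchymal genes each moved both ways. Of 25 epithelial genes, 12 rose and 10 fell (adjusted over the list alone, the same; camera adjusted p = 0.524); LAMB3, a laminin chain, rose by 1.32 and KRT7 fell by 0.77 on the log2 scale. Of 22 mesenchymal genes, 6 rose and 7 fell (adjusted over the list alone, the same; camera adjusted p = 0.877); FBN1, fibrillin 1, fell by 2.13 and COL6A2 by 0.52. The mesenchymal median was negative (-0.0623), as was camera's direction, and the mean positive (0.117), a mean that takes in the fitted value of POSTN, a gene with 0 wobble reads. Markers of other cell types were tested for the make-up of the culture. Luminal prostate markers were 6 higher and 1 lower of 10 (adjusted over the list alone, the same; camera adjusted p = 0.0837), led by NDRG1, which 2 other lists hold, and STEAP2, higher by 0.48. Neuroendocrine markers were 5 higher and 2 lower of 9 (adjusted over the list alone, 6 and 2; camera adjusted p = 0.421), with TUBB3 lower by a log2 fold change of -1.47 and NCAM1 rising from 0.103 ± 0.0291 to 1.30 ± 0.345 CPM. Fibroblast and endothelial markers were 4 higher and 1 lower of 8 (adjusted over the list alone, 5 and 1; camera adjusted p = 0.376); POSTN, with 0 reads in the wobble libraries, was at least 20.3-fold higher at 0.692 ± 0.13 CPM, and COL1A2 fell by 2.28 on the log2 scale to 0.245 ± 0.0362 CPM. Blood cell markers were 3 higher (CD74, CD14 and HLA-DRA) and 3 lower (ITGB2 and CD68 among them) of 10, the same adjusted over the list alone (camera adjusted p = 0.92), and ITGB2 fell from 125 ± 3.28 to 90.8 ± 1.93 CPM.

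Genes that lie near each other changed together, which was examined after the data were seen. In chromosome order (GRCh38, used for order only), 11171 coding genes of at least 5 CPM had a rank correlation of log2 fold changes of 0.1931 with their next neighbour and of 0.0916 at 50 places, against at most 0.0346 at 5 places in 1000 random orders. Chromosome 3 had 400 genes lower and 115 higher of 637 (median -0.254), and chromosome 18 had 112 higher and 21 lower of 161 (median 0.288). Chromosome 4 had 214 higher and 79 lower of 384 (median 0.164). Permutation tests over genes, which are not independent replicates, gave an adjusted p of 0.003 for each of these chromosomes, from an unadjusted p of 0.001, the smallest that 1000 draws can give. The same adjusted p was found for chromosomes 5 (median 0.1), 7 (-0.091), 20 (0.096) and 22 (-0.097), and chromosomes 8 (-0.073) and 12 (0.036) had adjusted p values of 0.02 and 0.014. Blocks of 30 neighbours beyond every random order lay from CCNL1 to TMEM212 on chromosome 3 (32 genes, 26 lower, median -0.588) and from NUDT18 to ZNF395 on chromosome 8 (43 genes, 36 higher, median 0.555).

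**Figure D3:**
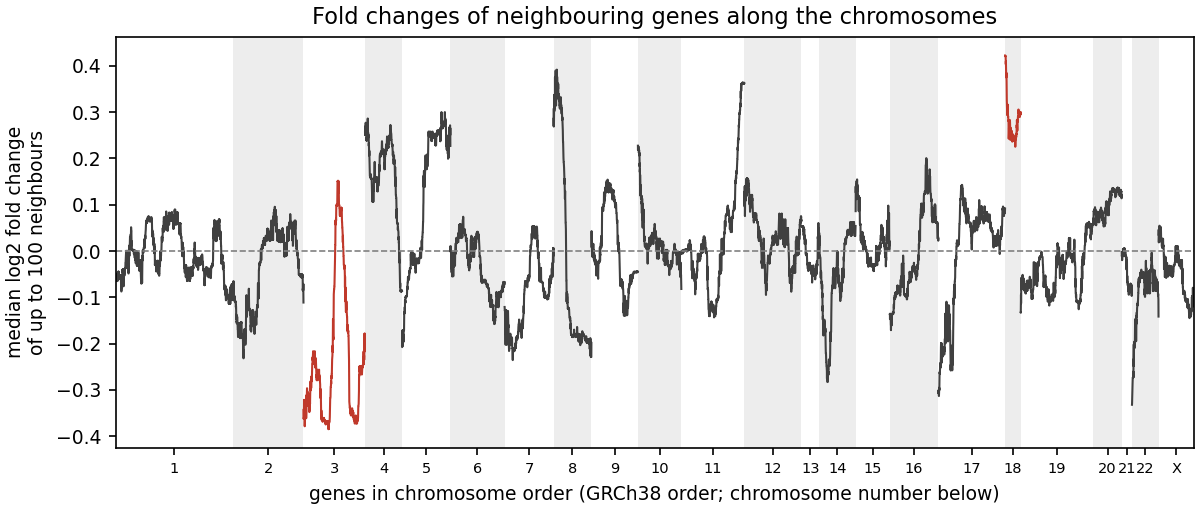
Median log2 fold change of up to 100 neighbouring genes (vertical axis) around each of 11171 coding genes placed in GRCh38 chromosome order (horizontal axis; shading separates chromosomes, and chromosomes 3 and 18 are in red). The regional medians run from -0.385 to 0.422.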

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

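Reads outside annotated genes, which no comparison above uses, took a larger share of the table in every shE6AP library than in any wobble library, which is why they are listed here. Their share was 15.707 ± 0.231% in shE6AP and 14.983 ± 0.354% in wobble (SD, n = 3; exact two-sided permutation p = 0.1, the smallest that 3 libraries against 3 allow). Ambiguous reads went the other way, at 2.07 ± 0.0336% and 2.16 ± 0.0396%.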

How the results depend on the processing

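Tests with a glmTreat limit of 1.5 and with both assumed variations were chosen after seeing the data. UBE3A kept its direction and its call under the 17 alternatives run for it, which leave out glmTreat, with log2 fold changes from -1.97 to -1.91. The 90 other genes that the naming rule took kept theirs in the 1349 values computed, which leave out glmTreat and the assumed variations, and of 402 values for gene lists 373 kept their call, 12 lost one, 17 gained one and none reversed. The fold limits set by construction a stricter test: glmTreat called 5637 genes at a fold of 1.2 (2553 higher, 3084 lower) and 1806 at 1.5 (787 higher, 1019 lower). Assumed variation of 0.1 gave 6743 calls (3110 higher, 3633 lower) and of 0.2 gave 2237 (983 higher, 1254 lower), since each sets a wider spread than these libraries show. The other alternatives with all libraries gave from 9456 calls with DESeq2, where 9184 genes had no adjusted p, to 11979, beside 11467 as reported; leaving out a library gave 10708 to 11084. Upper-quartile scaling turned the balance to 6073 higher and 5491 lower, and that of the larger changes to 668 doubled and 637 halved. With camera's correlation estimated, 0 of the 31 lists passed (0 higher, 0 lower), and 1, cholesterol synthesis, had an unadjusted p under 0.05 (0.0335). A larger correlation cannot be the whole cause, since camera's unadjusted p also rose in lists estimated below the preset 0.01. It went from 0.0178 to 0.0677 for chromosome 15 neighbours (estimate -0.0619) and from 0.027 to 0.0821 for luminal markers (-0.0172). It also rose for NRF2, NF-kB and neuroendocrine lists, stayed at 0.975 for PML and fell from 0.627 to 0.61 for E6AP substrates. For the lists past the threshold, all estimated above 0.01, the cause was not tested. Fry called 24 (15 higher, 9 lower). The replicate numbers were not treated as pairs in the main fit, and whether the samples were paired stays open. Same-numbered libraries had correlations of deviations of 0.0438, 0.0166 and 0.0372, and differently numbered ones of -0.0325 to -0.00567. All 6 correlated best with their own number, a hint of pairing from the data and not the design. With the number as a block 11979 genes passed, 11466 of them shared with the fit without it.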

Other observations

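Tests chosen only after the result was seen were those of the splits, of the cultures, of the scalings for ribosomal proteins, of leukocyte markers and of the stretch around GPC4; the chromosome medians, the neighbour-adjusted list medians and the family of MHC class II genes were also looked at after the data were seen.

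Most of the MHC class II genes tested were higher in shE6AP. Of 12, with CIITA among them, 9 rose, 1 fell (HLA-DMA) and 2 did not pass (HLA-DMB and CIITA), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. HLA-DPA1 rose from 0.317 ± 0.165 to 2.53 ± 0.246 CPM, HLA-DRA from 0.102 ± 0.104 to 0.883 ± 0.342 CPM and HLA-DPB1 from 0.301 ± 0.115 to 1.33 ± 0.0635 CPM, beside CD74 above; reads of these polymorphic, similar genes can be misassigned. One hypothesis was a rise of CIITA, the class II transactivator, and it was not borne out: its log2 fold change was 0.112 (SE 0.13), so even 2 SE above it stayed under a change of 0.5. Leukocytes in the culture were the other, and this stays open: the 8 other leukocyte markers had a median of -0.307, with 1 higher (CD14) and 3 lower, and the general leukocyte gene PTPRC stood at 0.359 ± 0.0713 and 0.267 ± 0.0993 CPM.

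Among 156 families of genes sharing a symbol prefix, 5 passed camera with a preset correlation with over 75% of their passing members in 1 direction, and none passed with an estimated correlation (adjusted p = 0.947 for each). These were RPS, RPL, EEF, HOXA and ALDH, of which the first 3 hold pseudogenes that share reads with their parents. In the HOXA family of homeobox genes 8 of 10 fell and none rose, with a median log2 fold change of -0.575 and an adjusted p of 0.0122; HOXA13 fell from 9.64 ± 0.477 to 2.44 ± 0.312 CPM. The estimated correlation of HOXA was -0.00908, below the preset 0.01, so a larger correlation of its own did not end its call. In the aldehyde dehydrogenase family 10 of 14 fell and 1 rose (median -0.395, adjusted p = 0.0405), with ALDH7A1 lower by a log2 fold change of -1.08. Histone genes (17 higher and 4 lower of 34), HLA genes (11 higher and 2 lower of 17) and sorting nexins (SNX, 5 higher and 19 lower of 28) each had an adjusted p of 0.0901, and axonemal dyneins (DNAH, 2 higher and 8 lower of 10) of 0.0925.

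As a further test of the fall in lipid synthesis genes, 14 other known SREBP targets were written down before their values were looked at, with a median under -0.2 predicted. The prediction was not met: the median was -0.024 (95% bootstrap interval over genes -0.553 to 0.109), with 5 lower, 5 higher and 4 not passing, and since members went both ways the interval leaves the question open. SLC25A1, the mitochondrial citrate carrier, and LPIN1 fell by 1.43 and 0.80, while PANK3 rose by 0.49 on the log2 scale.

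GPC4 and HS6ST2, which had 0 reads in shE6AP, are near neighbours on chromosome X. Loss of the whole stretch between MBNL3 and PHF6, or of part of it, stays open: the other genes in it had 8 shE6AP reads, 7 of them on CCDC160 (5 in wobble), levels near the floor that a few misplaced reads would give, and DNA was not measured.

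Of the genes tested, 59% were called. Splits of the 6 libraries into 3 and 3 are too few for a share under 5%: the real one called 11467 genes, 1 of 10 splits to call so many, and the highest of the others called 0. Each other split mixed libraries of both groups, so the difference between the groups widened the spread on each side. Their 0 calls therefore do not show how many genes would be called without a difference. A trend in GC content and transcript length explained 1.43% of the variance of log2 fold changes over 10228 of the called genes that had both values, so it argues against such a bias as the main cause. Replicate libraries grown from 1 culture per group may explain the small spread, a biological coefficient of variation of 2.77%, and since no label names the cultures this cannot be told apart from separate ones that varied little. A response to E6AP, other effects of 1 hairpin and differences between the transduced populations all follow the groups and stay open.

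Neighbouring genes changed together. Reads shared between overlapping neighbours would not reach far, yet at 5 places apart the rank correlation was 0.1309 against at most 0.0346 in 1000 random orders. Whole regions at another copy number or state in the 2 cell populations may be a candidate explanation, since the largest absolute median over 30 neighbours, of either sign, was 0.592 against at most 0.565 in 1000 random orders; the regional median of up to 100 neighbours, the 4 nearest on each side left out, explained 5.91% of the variance of log2 fold changes. DNA was not measured, so copy number stays a hypothesis. Of the lists past camera's threshold, those of nuclear genes kept the sign of their median relative to their neighbours (the mitochondrially encoded list has no place in this order), with medians of 0.381 for S phase, -0.436 for cholesterol synthesis and -0.25 for ribosomal proteins. The fold changes given above for single genes of these lists were not adjusted for their neighbours, so they may include a regional shift.

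Ribosomal protein transcripts fell together, and 2 technical explanations were examined. Short transcripts under-recovered in the shE6AP libraries would lower other short transcripts too, but the median of -0.286 lay below all 10000 random lists matched on length and expression (-0.265 to 0.207), so this argues against length as the whole cause as far as the match goes: matched genes were longer (median 793 bases against 687) and had a lower median level (194 CPM against 356). Scaling of the libraries moved the median to -0.258 at most over 4 scalings, so the fall did not depend on which of these was used. They cannot decide whether scaling was a cause, because none moved the median of all genes by more than 0.0284. A change with E6AP and a difference between the populations unrelated to it stay open.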
